# OsLIC, a Novel CCCH-Type Zinc Finger Protein with Transcription Activation, Mediates Rice Architecture via Brassinosteroids Signaling

**DOI:** 10.1371/journal.pone.0003521

**Published:** 2008-10-27

**Authors:** Lei Wang, Yunyuan Xu, Cui Zhang, Qibin Ma, Se-Hwan Joo, Seong-Ki Kim, Zhihong Xu, Kang Chong

## Abstract

Rice architecture is an important agronomic trait and a major limiting factor for its high productivity. Here we describe a novel CCCH-type zinc finger gene, *OsLIC* (*Oraza sativa* leaf and tiller angle increased controller), which is involved in the regulation of rice plant architecture. *OsLIC* encoded an ancestral and unique CCCH type zinc finge protein. It has many orthologous in other organisms, ranging from yeast to humane. Suppression of endogenous *OsLIC* expression resulted in drastically increased leaf and tiller angles, shortened shoot height, and consequently reduced grain production in rice. *OsLIC* is predominantly expressed in rice collar and tiller bud. Genetic analysis suggested that *OsLIC* is epistatic to *d2-1*, whereas *d61-1* is epistatic to *OsLIC*. Interestingly, sterols were significantly higher in level in transgenic shoots than in the wild type. Genome-wide expression analysis indicated that brassinosteroids (BRs) signal transduction was activated in transgenic lines. Moreover, transcription of *OsLIC* was induced by 24-epibrassinolide. OsLIC, with a single CCCH motif, displayed binding activity to double-stranded DNA and single-stranded polyrA, polyrU and polyrG but not polyrC. It contains a novel conserved EELR domain among eukaryotes and displays transcriptional activation activity in yeast. OsLIC may be a transcription activator to control rice plant architecture.

## Introduction

Rice (*Oryza sativa*) is one of the most important crops and a model plant for monocots. Rice yield is mainly modulated by its architecture [1]–[3], which is defined by tillering number and angle, internodes elongation, panicle morphology and leaf angle [4], [5]. Selection of certain plant architecture is critical for dense planting and for improving lodging resistance during rice cultivation. The *sd1* gene, encoding OsGA20ox2 [6], [7], also termed the “Green Revolution” gene, confers semi-dwarf stature and significantly contributes to increased rice production. MOC1 (MONOCULM 1), one of the GRAS family members, plays an important role in controlling tillering. The *moc1* mutant plants have only one main culm without any tillers because of the defect in the formation of tiller buds [1]. Recently, tiller angle was reported to be controlled by a major quantitative trait locus, *TAC1* (Tiller Angle Control 1), which was mapped to a 35-kb region on chromosome 9 [8]. Leaf angle also is an important agronomic traits in rice varieties [3]. New rice cultivars with erect leaves, which increases light harvest for photosynthesis and grain filling, may have increased grain yield [2]. In the other hand, leaf angle is a significant morphological marker for the brassinosteroids (BR) response in rice [9]. Blocking either BR biosynthesis or its signal transduction pathway in rice results in erect leaves. In contrast, rice seedlings treated with BRs show increased leaf angle in a dose-dependent manner [10]–[13].

CCCH-type zinc finger proteins belong to an unusual zinc finger protein family containing tandem zinc-binding motifs characterized by three cysteines followed by one histidine (CX_7–8_CX_5_CX_3_H; X represents any amino acid) [14]. A typical CCCH protein usually contains two tandem CCCH-type zinc-binding motifs separated by 18 amino acids [14]. Such proteins are present widely in eukaryotes, from yeast to mammals. Through their zinc fingers, these proteins can bind to mRNAs containing class II AU-rich elements (AREs), generally at their 3′-untranslated regions (3′-UTR). Tristetraprolin (TTP), also known as TIS11, NUP475 and GOS24) is an example of this family in mammals [14]–[16]. TTP inhibits TNF-alpha production from macrophages by destabilizing its mRNA through directly binding to the ARE of the TNF-alpha mRNA [17]. PIE-1, POS-1, MEX-1 and MEX-6 are the other CCCH-type zinc finger proteins, with two copies of CCCH zinc finger motifs, that specify the identity of germline blastomeres in early embryonic development in *C. elegans* [18]–[21]. These results demonstrate that CCCH-type zinc finger proteins are key developmental regulators in *C. elegans* that specify the fates of early embryonic cells.

In plants, HUA1, a CCCH-type zinc finger protein with 6 tandem CCCH motifs, is able to associate with *AGAMOUS* mRNA to regulate its mature process to indirectly determine organ identity specification [22]. Recently, another CCCH-type zinc finger, *FRIGIDA-ESSENTIAL 1 (FES1)*, was found to be required for the up-regulation of *FLC* expression and for the FRI-mediated winter-annual habit [23]. Besides binding to mRNA and influencing its metabolism, CCCH-type zinc proteins also regulate gene expression in distinctive mechanisms. For example, the human CCCH-type zinc finger protein TTP/TIS11/NUP475 may be involved in activating transcription [24]. PIE-1 is also required for efficient expression of the maternally encoded *Nanos* homolog *NOS-2* at the post-transcriptional level in *C. elegans* [19]. Thus, CCCH-type zinc finger proteins can regulate gene expression from the transcriptional to posttranscriptional level. However, less is known about how CCCH-type zinc finger proteins function as transcriptional regulators in higher plants.

Here, we show that *OsLIC* (Oraza sativa leaf and tiller angle increased controller) is critical in regulating rice plant architecture. Down-regulation of *OsLIC* by an antisense approach in rice conferred multiple architecture-related phenotypes, including increased leaf angle, tiller angle, and reduced plant height. Our results suggest that OsLIC functions as a negative regulator for optimal plant architecture in rice through mediating the BR response, probably via acting as a negative regulator in sterol homeostasis. Moreover, a novel conserved EELR domain in OsLIC appears to be functional as a transcriptional activator.

## Results

### Phenotypes of *OsLIC* antisense transgenic plants

To screen genes controlling architecture in rice, we used a reverse genetics approach to study the functions of transcript-factor genes using a microarray containing 10K cDNAs [25]. An EST named y722d04p5 corresponding to a putative CCCH-type zinc finger protein (AK107008) was identified on the basis of preponderant expression in the stem node [26]. This gene was designated as *Oryza sativa* leaf and tiller angle Increased Controller (*OsLIC*) based on its phenotypes. DNA gel blot analysis and BLASTx search results revealed the gene is a unique gene in rice genome (data not shown), which allows for investigating its biological function with a reverse genetics approach. Thus, an antisense full-length cDNA of *OsLIC* under the control of the maize *ubiquitin1* promoter (*Ubi: AntiOsLIC*) was transformed into rice to investigate biological function. After *Agrobacterium*-mediated transformation, 14 independent hygromycin-resistant T_0_ plants were regenerated from hygromycin-resistance callus and transferred to soil. Harvested T1 seeds were grown on hygromycin-supplemented media to screen for single-copy integration of T-DNA according to their separation ratio. Three positive T_1_ lines containing single T-DNA insertion sites were obtained and further proved by DNA gel blot analysis following hygromycin resistance screening (Figure S1A). The expression of OsLIC protein was suppressed in these antisense lines (Figure S1B). The transgenic plants of *AntiOsLIC* conferred multiple phenotypes in tillering and heading stages. Leaf and tiller angles were greatly increased in transgenic plants as compared to wild-type plants (Figure 1A, B, C and D, Table 1). The transgenic plants were also shorter than the wild type (Figure 1D). Deduction percentage of the length of different internodes differed in the transgenic plants from that in the wild type (Figure 1F). Moreover, transgenic lines displayed both reduced number of rachises and number of seeds in a panicle (Figure 1E and Table 1). Among the altered phenotypes observed, increased leaf angle was one of the most dramatic defective phenotypes. Scanning electronic microscopy (SEM) of the transgenic plants at heading stage showed more parallel protuberances in the adaxial surface of collars of transgenic plants than those of the wild type (Figure 1 G and H). Cell arrangement also was greatly altered in collars of transgenic rice as compared with the wild type (Figure 1I and J). In addition, cross-sections of collars revealed markedly smaller vascular bundles in *AntiOsLIC* lines than in the wild type (Figure 1K–L).

**Figure 1:**
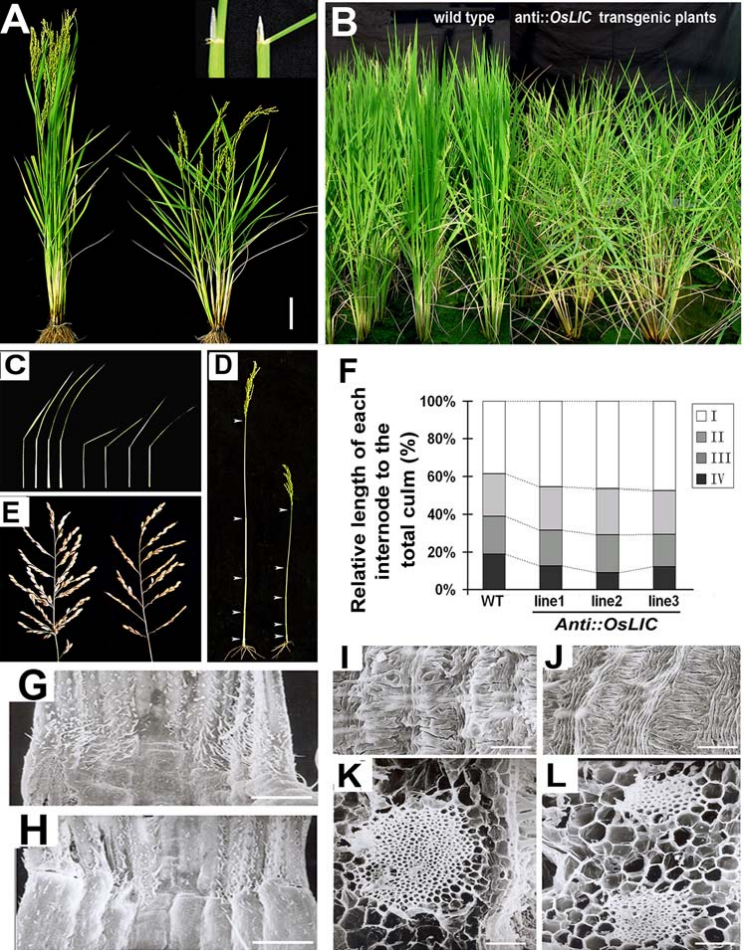
Phenotypes of antisense *OsLIC* transgenic plants. (A) Antisense *OsLIC* transgenic plants displayed multiple phenotypes, such as increased leaf angle, semi-dwarfism and increased tillering in mature period. Close-up view of lamina joint of wild-type plants and that of transgenic plants is shown in the right top corner of Figure 1A to display significantly increased leaf angle in transgenic plants. Bars = 10 cm. (B) T3 progeny of antisense *OsLIC* transgenic plants displayed similar phenotypes as T2 progeny in the field. (C) Comparison between morphology of four upper leaves in wild-type and transgenic plants. (D) Height of the upper four nodes; arrowhead indicates internodes. (E) Panicle morphology of transgenic plants showing reduced number of spikelets and seeds. From A–E, wild type plants are placed in the left part, and *AntiOsLIC* transgenic plants are placed in the right part. (F) Analysis of plant height of transgenic plants. From up, the first, second, third and fourth nodes respectively. (G to J) Cell morphology and arrangement of collar abaxial surface in transgenic plants significantly differed from that of wild-type plants. In addition, vascular bundles were markedly smaller in cross-sections on scanning electron microscopy (K and L). Bars = 1 mm in G and H; Bars = 100 µM in I and J. Bars = 20 µM in K and L.

**Table 1:** Phenotypes of *OsLIC* transgenic rice plant lines.

	Wild type	Line 1	Line 2	Line 3
Height (cm)	83.2±5.32	68.9±6.39	73.6±4.4	71.4±4.35
Leaf angle	19.8±8.74	66.58±5.07	77.67±7.15	44.4±8.0
Number of rachis in each panicle	14.11±1.48	10.15±1.37	9.68±1.56	10.71±1.61
Number of seeds in each panicle	113.92±13.07	67.07±16.78	67.35±12.78	69.18±16.41

Note: mean±SD from 15 individual plants.

### Genetic analysis of *OsLIC* transgenic plants with rice BRs mutants

Rice BRs mutants such as *d2-1* with mutation in *D2/CYP90D2* and *d61-1* with mutation in *OsBRI* show erect leaves [10], [12], which is opposite to the phenotype of *AntiOsLIC* transgenic lines. To examine the genetic relationship between *OsLIC* and BR biosynthesis or signaling mutants, we crossed the antisense lines (as a male parent) with the homozygous mutants *d2-1* and *d61-1* (as a female parent) respectively [10], [12]. Similar to the antisense lines, all F1 progenies showed drastically increased leaf angle, which indicated that cross was successful (data not shown). Then, we screened the homozygous *d2-1* and *d61-1* mutation by sequencing the F2 progenies as was reported previously [10], [12]. F2 plants containing both *Ubi::AntiOsLIC* and homozygous *d2-1* showed increased leaf angle similar to *Ubi::AntiOsLIC* lines (Figure 2), whereas F2 plants containing both *Ubi::AntiOsLIC* and homozygous *d61-1* showed erect leaves (Figure 2). These results suggest that *OsLIC* is epistatic to *d2-1*, while *d61-1* is epistatic to *OsLIC*.

**Figure 2:**
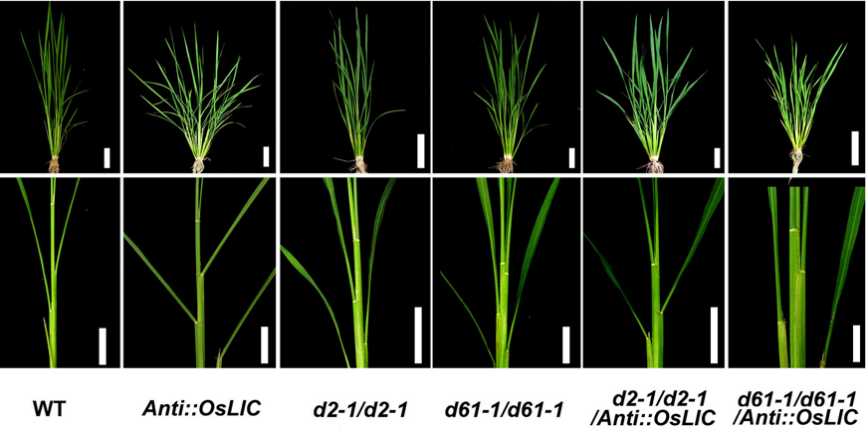
Epistatic analysis of antisense *OsLIC* transgenic plants. Antisense OsLIC transgene (male parent) was crossed with *d2-1* and *d61-1* mutants plants (female parents). The phenotypes of representative plants containing *AntiOsLIC* transgene in homozygous *d2-1/d2-1* and *d61-d61* background were shown in tillering period among F2 progeny. Bars = 10 cm.

### Expression pattern of *OsLIC* in rice

To test whether the reduced expression of *OsLIC* caused the defective phenotypes in transgenic plants, we transformed the marker gene ß-glucuronidase (GUS) driven by the *OsLIC* native promoter (2.3 kb) into rice plants. As shown in Figure 3A, higher GUS activity was detected in the collar, which is consistent with the phenotype of increased leaf angle in transgenic plants. In addition, we also detected strong signals in nodes and the basal region of elongating internodes (Figure 3B–D), where cell division and elongation are active at tillering and heading stages. In contrast, lamina and leaf sheaths showed low levels of GUS (Figure 3A). Interestingly, a strong signal was detected only in the adaxial surface but not the abaxial surface of the collar (Figure 3B). High GUS activity was detected in young collars, which were even not sprouted from the last leaf sheath (Figure 3C). The predominant expression of *OsLIC* mRNA in the collar and basal regions of nodes is consistent with the defective phenotypes observed in transgenic plants (Figure 1A and 1H). Consistently, *in situ* hybridization showed strong *OsLIC* signal in adaxial cells and tillering primodia (Figure 3E and 3G) but no signals with the sense probe used as a control (Figure 3F and 3H).

**Figure 3:**
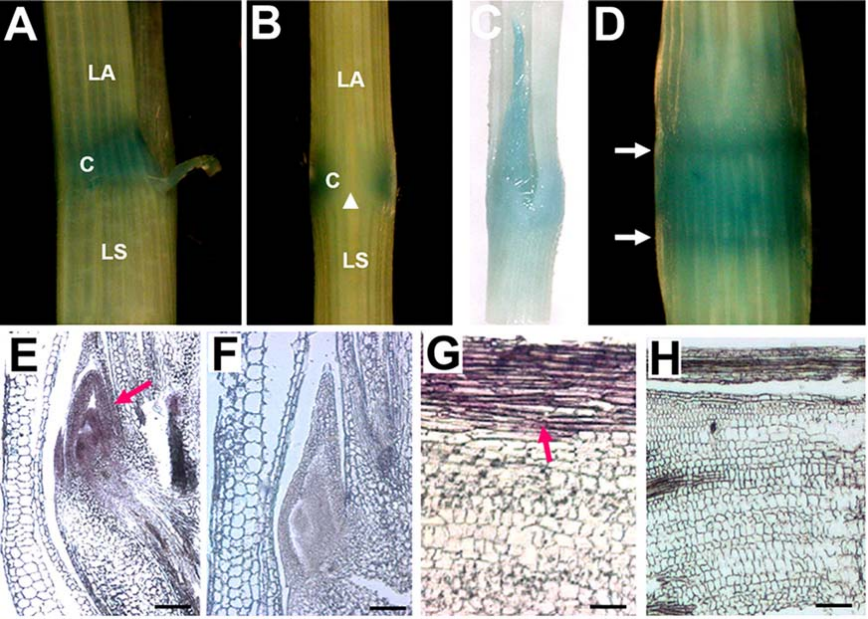
Expression pattern of *OsLIC*. (A–D) The native promoter (−2234 to −1 bp) of *OsLIC* drives the *UidA* gene expression to investigate its expression pattern in the T2 generation. Signals are predominately detected in the collar (C), and a weak signal was detected in lamina (LA) and leaf sheath (LS) (a, c). GUS activity is not observed in the adaxial surface of the collar, as shown by the arrowhead (B). GUS signal is also strongly detected in nodes (D). (E) *In situ* hybridization demonstrated *OsLIC* predominantly expressed in the collar and (G) in the outgrowth stage of tillering primodia; (F and H) sense probe was used as negative control.

### Sterol profiles were altered in transgenic plants

Sterols are a group of molecules that are structurally similar to BRs. Previous studies indicated that sterols, including typical sterols (sitosterol and stigmasterol) and atypical sterols (8, 14-diene sterols accumulated in *fk* mutants), affect the expression of genes involved in cell expansion and cell division [27]. In addition, brassinolide, sitosterol, stigmasterol, and the atypical *fk* sterol CH can all induce the expression of *TCH4*, *Meri*-*5*, β-*tubulin*, and *KOR* in Arabidopsis [27]. BR biosynthesis and signal transduction are conserved in both rice and Arabidopsis [28]–[32]. Since *OsLIC* is epistatic to *d2-1* and *d61-1* is epistatic to *OsLIC*, OsLIC is probably involved in the regulation of sterol abundance to indirectly affect BRs response in rice. To test this hypothesis, we examined the sterol profile in *AntiOsLIC* lines and wild type plants. As shown in Figure 4A, the level of sitosol and stigmasterol in *AntiOsLIC* shoots was 3.05- and 1.95-fold higher than in wild-type shoots respectively, whereas that of 24-methylenechosterol (a common precursor of stigmasterol, campesterol and brassinolide) and isofucosterol was similar in both *AntiOsLIC* and wild-type plants (Figure 4A). The sterol abundance profiles were not significantly changed in roots (data not shown). Thus, OsLIC likely functions as a fine-tuning regulator of sterol homeostasis in rice.

**Figure 4:**
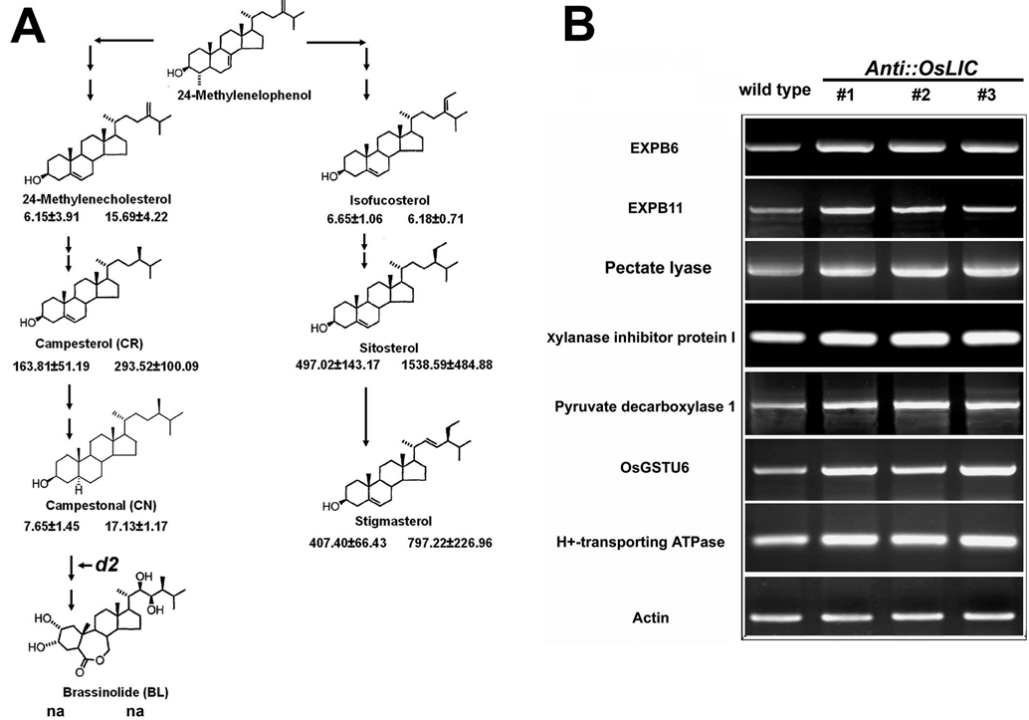
Sterol profile assay in *OsLIC* transgenic plants. (A) Increased sterol abundance in transgenic plants (right panel) than in wild-type plants (left panel). Data are means±SE from three trials. (B) RT-PCR analysis confirmed the increased expression of genes associated with cell-wall assembly in transgenic plants, which have been identified by microarray analysis.

### Genome-wide gene expression profile analysis of transgenic plants

To further understand how OsLIC is involved in controlling rice plant architecture, we performed whole-genome expression profiling using the rice Affymetrix whole-genome microarray chip. The cRNAs from the developing collar in *AntiOsLIC* lines and the wild type were labeled as probes. 

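Transcripts of the developing collar, the joint between leaf blade and leaf sheath, were measured on 1 array labelled wild type and 1 array labelled antisense OsLIC. According to the sample labels each array took RNA pooled from 30 collars, and the antisense collars came from line 2. OsLIC itself (AK107008, OsC3H46 in the annotation) had a signal of 219.8 on the array labelled wild type and of 2069 on the array labelled antisense OsLIC. The targeted gene was thus 9.41-fold higher (log2 ratio 3.23) under the antisense label. The construct holds the full-length OsLIC cDNA in antisense orientation, and neither where the probes of this probe set lie in it nor which strand they read was checked. The paper's immunoblot of young stems at the tillering stage (Figure S1B) shows less OsLIC protein in the transgenic lines. Its RT-PCR of other genes (Figure 5E and 5F) runs in the direction of the labels. Neither settles what the OsLIC signal stands for. Directions are therefore given between the 2 arrays as they are labelled. Of 64 reporter probe sets, RPTR-Os-K01193-1_at had signals of 11515 under the wild type label and 38636 under the antisense label, and RPTR-Os-A00196-1_s_at had signals of 46327 and 34556. The other 62 reporter probe sets reached at most 111.5. What these probe sets read is not named in the annotation, and a wild type plant should lack the transcript if one of them reads a marker gene of the construct. The signals were computed by the Affymetrix GeneChip Operating Software (GCOS), which scaled each array to an overall intensity of 500, and were used without further normalization. Signals under 20 were set to 20 before a ratio was taken. A ratio to such a signal, given as at least so many fold, is a lower bound on the ratio of the 2 deposited signals. It is not a bound on the difference in transcript, since dim signals are uncertain. A probe set was used when it reached a signal of 100 on the brighter array, which held for 26697 of the 57194 probe sets that are not controls. With 1 array per condition there is no spread between samples, so no significance test of a difference was made, no difference has a replicate check, and the number of arrays limits the precision.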

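The median signal over all probe sets was 67.2 on the array labelled wild type and 69.7 on the array labelled antisense OsLIC. A signal of 100 was reached by 24901 probe sets on the first and by 25040 on the second. Across the probe sets past the minimum, which are not independent replicates, the log2 signals of the arrays had a Pearson correlation of 0.927, and the median log2 ratio was -0.01. The hybridisation control transcripts, added after labelling, had a median signal ratio of 1.11 over 27 probe sets, antisense label over wild type label, and the poly-A control transcripts, added before labelling, one of 0.668 over 36 probe sets. For 5 of 6 pairs of control probe sets at the 3′ and 5′ ends of rice housekeeping transcripts, the 3′ to 5′ ratio differed between the arrays by at most 0.51 on the log2 scale. The pair AFFX-Os-gapdh of glyceraldehyde-3-phosphate dehydrogenase had a ratio of 4.61 under the wild type label and of 18.0 under the antisense label, a log2 difference of 1.97, while the other pair of this name, AFFX-Os_Gapdh, had ratios of 1.49 and 1.62. Of 2166 genes with at least 2 probe sets past the minimum, 103 had their brightest probe set past a 2-fold difference. The second probe set had the same sign for 93 of these genes and was itself past 2-fold in that direction for 56 of them. Where the brightest probe set was not past 2-fold, the second was for 6.01% of genes. Without the less specific probe sets of the suffix _x_at or _s_at, agreement was lower. The second probe set then had the same sign for 33 of 43 genes and was past 2-fold in that direction for 17.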

The reliability of chip assay was confirmed by signaling scatter graph and RT-PCR (Figures 5A and 5B). All the RT-PCR primers were listed in Table S1. A total of 685 genes were up-regulated (at least 2-fold difference) and 490 genes were down-regulated (at least 2-fold difference) in collars of the antisense transgenic plants as compared with wild-type plants (NCBI online materials, GSE12067). 

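Between the arrays as labelled, 1409 probe sets were at least 2-fold higher and 1238 were at least 2-fold lower under the antisense label, out of 26697 past the signal minimum. Counted as genes, by the brightest probe set of each of 14742 genes, 550 were higher and 420 were lower. That count leaves out probe sets without a single annotated gene, and 1216 of the probe sets past 2-fold had 1. The probe set of OsLIC, whose strand was not checked, was among those that were higher. Among probe sets of genes with a name that reached a signal of 500 and do not carry the suffix _x_at or _s_at of less specific probe sets, the largest rise was that of OsCAD8A, named as a cinnamyl alcohol dehydrogenase, an enzyme of lignin synthesis, from 33.6 to 885 (26.3-fold). OsOPR5, of the oxophytodienoate reductases that take part in jasmonate synthesis, was 13.0-fold higher, and the phosphate transporter gene OsPht1;11 was 10.3-fold higher (log2 ratio 3.36, and 1.01 by its other probe set). ALD1 was 8.67-fold higher, the glutathione S-transferase gene GSTU6 6.16-fold, the chitinase gene OsChia1a 5.75-fold, Pir7b 5.53-fold and the germin-like protein gene GLP2 5.15-fold (log2 ratio 2.36, and 1.66 by its other probe set). The heat shock factor gene OsHsf-25 was 6.91-fold higher by its brightest probe set, but its other probe set had a log2 ratio of -2.06. Small heat shock proteins, which keep other proteins from aggregating, made up 5 of the 10 largest falls under these limits. OsHsp24.1 was 32.4-fold lower, OsHsp17.4 19.9-fold, OsHsp18.1 12.9-fold and OsHsp17.9A 5.28-fold. OsHsp18.0 was 13.8-fold lower by 1 probe set, while its other 2 probe sets had log2 ratios of -0.38 and -0.13. The DNA methyltransferase gene OsMET1-2 was 27.5-fold lower, the circadian clock gene OsPRR95 11.3-fold, OST1B 9.60-fold, the heat shock factor gene OsHsf-24 9.37-fold (log2 ratio -3.23, and -2.98 and -1.54 by its other probe sets) and the DnaJ protein gene OsDjC27 7.00-fold. Both counts depended on the signal minimum, with 689 higher and 581 lower at a minimum of 200, and 4860 and 4229 with none.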

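For 26 gene lists with at least 5 measured genes, the median log2 ratio between the arrays, antisense label over wild type label, was set against 10000 random lists of the same size and similar signal. The median lay in the upper outer 2.5% of the random lists for 5 of them and in the lower outer 2.5% for 7, where random draws of genes give 1.3 of 26. Such draws treat genes as independent, and some lists share genes. The value of 1.3 is therefore not the number expected between 2 arrays of the same kind of plant. Of 15 genes of chitinases and other pathogenesis-related proteins, 9 were at least 2-fold higher and none was at least 2-fold lower (median 1.19, above every random list). Among the 9 were the chitinase genes Cht3 (10.3-fold) and Cht4 (6.70-fold). The ratio of Cht4 rests on a dim signal of 24.7 under the wild type label, close to the floor of 20. This list leaves out 11 tubby-like proteins that its first symbol pattern took in, and with them the median was 0.07, above 83.2% of random lists. Of 31 genes of jasmonate synthesis and the JAZ/TIFY repressors, 7 were at least 2-fold higher and none was lower by as much (median 0.26, above 99.99% of random lists), including the lipoxygenase gene LOX8, at least 8.35-fold higher, OsJAZ2 (3.17-fold) and an AOS probe set (2.22-fold). With a signal minimum of 500 that median was 0.11 and no longer in the outer 2.5%. Of 6 WRKY factors, OsWRKY71 was 2.12-fold higher, and the list's median was 0.59 (above 99.98%). Of 28 auxin-responsive genes, 2 were at least 2-fold higher and 2 lower, and the median was -0.32, below every random list, and -0.17 with no signal minimum, still in the lower outer 2.5%. OsGH3-8, which encodes an enzyme that conjugates auxin to amino acids, was at least 20.3-fold higher and OsGH3-6 2.99-fold higher, while IAA20 was 4.77-fold lower and OsGH3-4 2.77-fold lower. Of 19 auxin transport genes and auxin response factors, ARF10 was at least 7.35-fold lower and the median was -0.22 (above 0.725% of random lists). This ARF10 had a signal of 147 on the array labelled wild type, while a brighter gene of the name OsARF10 had a log2 ratio of -0.29. Beside these falls, the floral MADS-box genes, listed as markers of another tissue that the dissected collars could hold, were lower as well, 4 of 7 at least 2-fold. Of 14 gibberellin genes, OsKAO was 2.28-fold lower, with a median of -0.18 (above 7.54%), which was -0.32 and in the lower outer 2.5% at a signal minimum of 200. Of 26 cytokinin genes, OsCKX4, an enzyme that degrades cytokinin, was 3.45-fold higher, with a median of -0.09 (above 14.2%). OsLIC was higher under the antisense label, so that these directions hold between the arrays only.

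**Figure D1:**
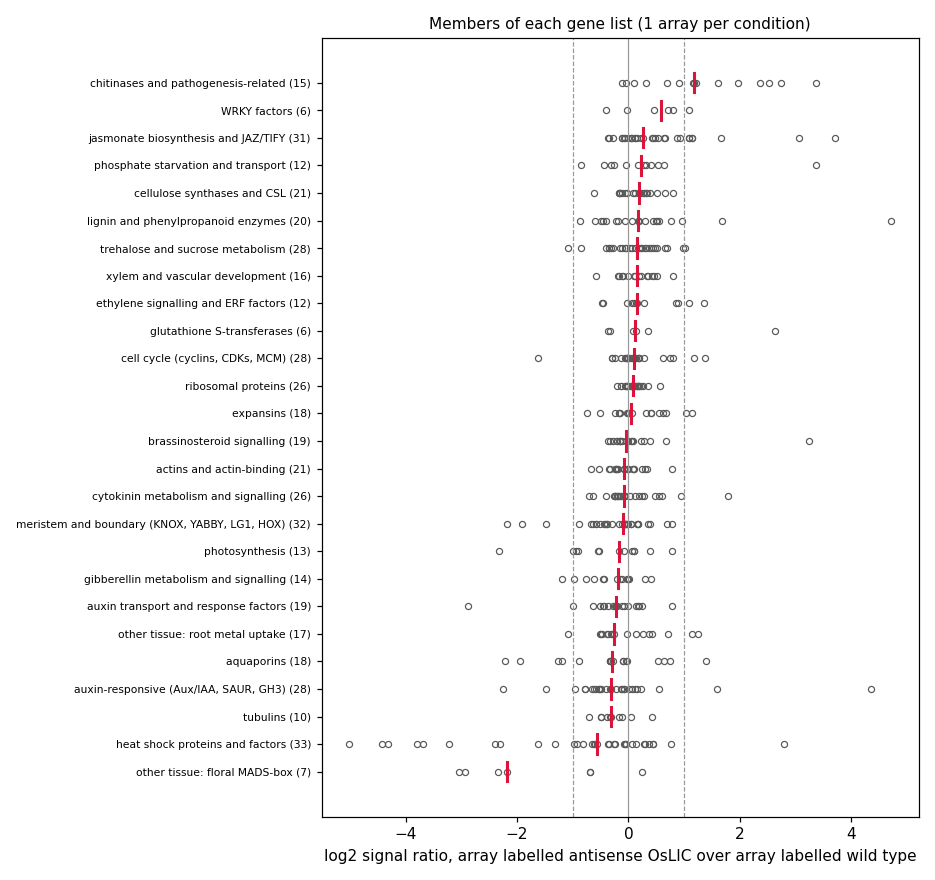
Log2 signal ratio (horizontal axis) of each gene, drawn as an open circle, in the 26 lists (rows, with the number of genes), array labelled antisense OsLIC over array labelled wild type. Red bars are list medians, and dashed lines mark 2-fold. The median runs from -2.18 for the floral MADS-box genes to 1.19 for the chitinases and pathogenesis-related proteins.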

The detected genes are mainly involved in cell-wall assembly and signaling transduction (Figure 5C and 5D). For example, genes involved in expansion (AF261274, AK059638, tigr: 9636.m03813), xylanase inhibitor protein (tigr: 9634.m02475, tigr: 9634.m02477) and pectate lyase (tigr: 9632.m00416) were greatly upregulated in the collar of the *AntiOsLIC* (NCBI online materials, GSE12067 and Figure 4B). This result suggested that the increased leaf angle in transgenic plants might be due to up-regulation of genes associated with cell-wall assembly. In addition, three genes upregulated in the collar of *AntiOsLIC* lines were previously known to be upregulated by BRs in rice [33]. These three genes respectively encode pyruvate decarboxylase (AK100678), H+-transporting ATPase (BI809899) and glutathione S-transferase (AF309376, AK062937, AK108376, AF309379, AF402799, AF309378, NM_193876, CR279062 and AF309382) (Figure 4B and Figure S2). 

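The expansin gene AF261274 (OsEXPB6) had a signal of 12770 on the array labelled wild type and 26103 on the array labelled antisense OsLIC, 2.04-fold higher (log2 ratio 1.03, and 0.996 after quantile normalization, which is under 2-fold). AK059638 (OsEXPB11), also of the beta-expansins, which loosen cell walls, had signals of 1717 and 3785, 2.20-fold higher. Of 18 expansin genes past the minimum, these 2 were at least 2-fold higher and none was at least 2-fold lower. OsEXP16 had a log2 ratio of -0.74 and OsEXLA3 one of 0.68. The list's median was 0.04, above 65.5% of random lists, but at a signal minimum of 200 it was 0.36 and in the upper outer 2.5%, as it was at a minimum of 500 (0.36) and of 100 on both arrays (0.19). The other identifiers in this group, given by genome model only, were not matched to a probe set and are not used here. As the signal of OsLIC was higher under the antisense label too, the direction is that of the labels.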

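In the other cell-wall lists, none of 21 cellulose synthase and cellulose synthase-like genes was past 2-fold between the arrays as labelled. Their median log2 ratio was 0.18, above 98.6% of random lists, and those furthest from 0 were OsCesA7 (0.79), OsCesA5 (0.66), OsCslC1 (-0.62) and OsCesA4 (0.52). Without a signal minimum the median was 0.12, and with a pseudocount of 50 it was 0.15, both no longer in the outer 2.5%. Of 20 genes of lignin and phenylpropanoid synthesis, 2 were at least 2-fold higher under the antisense label. These were OsCAD8A (log2 ratio 4.72) and the laccase gene LAC24 (3.20-fold). OsCAD6 had a log2 ratio of 0.97 and 4CL2, a 4-coumarate:CoA ligase, one of -0.86, and the list's median was 0.18 (above 97.3%), and 0.19, in the upper outer 2.5%, after quantile normalization. The single xyloglucan endotransglucosylase/hydrolase gene measured, OsXRT5, had a log2 ratio of 0.64. Over the cell-wall lists together, 4 of 60 genes were at least 2-fold higher and none was lower by as much. The signal of OsLIC was higher under the antisense label as well.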

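The probe set of BI809899, which the annotation gives for 2 genes, had a signal of 1852 on the array labelled wild type and 4024 on the array labelled antisense OsLIC, 2.17-fold higher. Of the 7 glutathione S-transferase accessions found on the array, 6 were at least 2-fold higher under the antisense label. These enzymes join glutathione to reactive compounds. AF309376 (GSTU6) rose from 1229 to 7569, AK062937 from 29.2 to 207.5 (7.10-fold), AF309378 from 53.2 to 195.8 (3.68-fold) and AK108376 from 156 to 506 (3.24-fold). With a pseudocount of 50 the log2 ratios of AK062937 and AF309378 were 1.70 and 1.25. AF309379 was 2.62-fold higher and AF309382 2.19-fold, and AF402799, not past 2-fold, had a log2 ratio of 0.78. The paper presents these accessions as up-regulated in the transgenic collars, and as genes that earlier work found raised by brassinosteroids. Since they are named for their rise, their array signals are not independent evidence of the direction. Of 6 genes that the annotation names as glutathione S-transferases, GSTU6 was the one past 2-fold, GST-I had a log2 ratio of -0.38, gst2 one of 0.36 and GSTZ5 one of -0.33, and the median was 0.11 (above 79.1% of random lists), but -0.27 without probe sets of the suffix _x_at or _s_at. The pyruvate decarboxylase AK100678 was not matched to a probe set. U07339 (PDC1), another pyruvate decarboxylase, for which the study lists primers, was 2.13-fold higher, with a log2 ratio of 0.83 when a pseudocount of 50 took the place of the floor. Of 4 pyruvate decarboxylase and alcohol dehydrogenase genes, PDC3 was at least 5.44-fold higher, by dim signals of 17.7 and 108.8. PDC2 and Adh2 had log2 ratios of 0.55 and 0.54. OsLIC had its higher signal under the same label.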

Some genes associated with ethylene biosynthesis and signal transduction were reported to be significantly increased on activation of BR signal transduction [34]. 

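Probe sets of 3 ethylene-related accessions were compared between the arrays as labelled, where OsLIC was higher under the antisense label. AK102472 had a signal of 184 on the array labelled wild type and 1528 on the array labelled antisense OsLIC, 8.32-fold higher. AK066303 was 3.17-fold higher by the probe set with signals of 168 and 533, and 2.11-fold higher by a second one with signals of 944 and 1991, which can also bind related transcripts. AK108503 had signals of 46.7 and 629.6, a difference of 13.5-fold, with a log2 ratio of 3.75 that was 2.81 with a pseudocount of 50. OsACS2, of the 1-aminocyclopropane-1-carboxylate synthases that make the precursor of ethylene, was 9.44-fold higher, and ACO1, of the oxidases that turn it into ethylene, had a log2 ratio of 0.40. Of 12 genes of ethylene signalling and ERF factors, 2 were at least 2-fold higher and none was at least 2-fold lower. They were 1 of the 2 genes that carry the name OsEIL1, of the transcription factors of the ethylene pathway (2.56-fold, from 1480 to 3786), and ERF24 (2.13-fold). The brighter gene of the name OsEIL1 had signals of 24393 and 26796 (log2 ratio 0.14). The receptor genes OsETR2 and OsERS2 had log2 ratios of 0.89 and 0.86, and the list's median was 0.15, above 89.98% of random lists.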

Actually, putative 1-aminocyclopropane-1-carboxylate oxidase (AK102472), putative ethylene-forming enzyme (AK066303) and ethylene response factor ERF1 (AK108503) were expressed at higher levels at the level of transcription in transgenic plants (Figure S2). Those genes known to be up-regulated by BRs were also up-regulated in the antisense transgenic plants suggests that *OsLIC* may be involved in BRs response, probably through altering sterol abundance in transgenic plants.

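Of 19 genes of brassinosteroid signalling, OsLIC, higher on the array labelled antisense OsLIC, was the 1 past a 2-fold difference. OsMADS47 had a log2 ratio of 0.67, OsGSK4 one of 0.38 and GSK1 one of -0.37. The receptor gene OsBRI1 had a log2 ratio of -0.11, its co-receptor OsBAK1 one of 0.04 and the transcription factor OsBZR1 one of -0.15. The median of this list was -0.04, above 29.7% of random lists, and 0.02 at a signal minimum of 500. None of 3 genes of brassinosteroid synthesis was past 2-fold, with log2 ratios of -0.46 for OsCPD2, 0.41 for CYP724B1 and 0.21 for OsCYP85A1. CYP734A6, of a family that inactivates brassinosteroids, had a log2 ratio of -0.26. None of the 3 genes that their symbols place in sterol synthesis was past 2-fold, and HMG3, Smt1-1 and Smt2-1 had log2 ratios of 0.31, 0.30 and -0.10, where the membership of HMG3 and Smt2-1 is in doubt. From the higher expression of brassinosteroid-induced genes in the antisense plants, the paper proposes that OsLIC may take part in the brassinosteroid response. It names altered sterol levels as the probable route. The paper also draws on crosses with brassinosteroid mutants, on sterols measured in shoots and on the induction of OsLIC by epibrassinolide. Transcript ratios of pathway genes measure neither sterols nor the activity of the pathway, so they do not test this proposal.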

**Figure 5:**
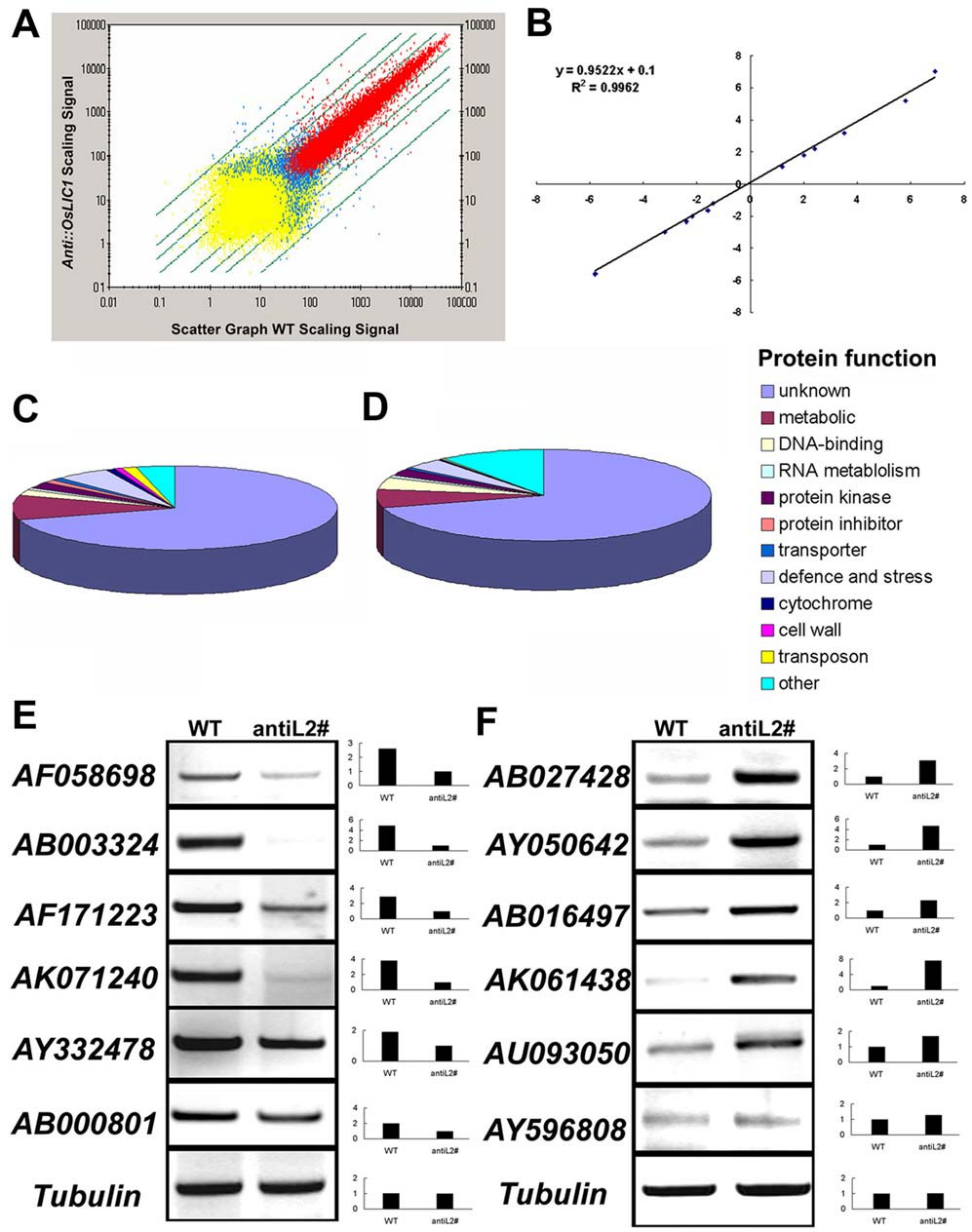
Global analysis of gene expression in antisense *OsLIC* transformants. (A) Scatter graph of signaling. Spots with absent, marginal or present detection signals are in yellow, blue or red color respectively. Only spots with a “Present” signal were used to determine the false-positive rate. (B) and (C) Predicated functions of the proteins encoded by up-regulated and down-regulated genes in collar of transgenic plants compared to those of wild-type plants on microarray analysis. RT-PCR analysis confirmed chip results. (E) Down-regulated genes in transgenic plants; (F) up-regulated genes in transgenic plants.

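All 6 accessions of Figure 5E that were found on the array had lower signals on the array labelled antisense OsLIC, and 5 of them were at least 2-fold lower. The MADS-box genes OsMADS15 (AF058698), OsMADS34 (AB003324) and OsMADS14 (AY332478) belong to a family of regulators of flowering and floral organs. OsMADS15 had signals of 413 under the wild type label and 53.7 under the antisense label (7.69-fold lower), and a second probe set was 7.34-fold lower. OsMADS34 was at least 8.19-fold lower, from a signal of 164, and OsMADS14 4.84-fold and 4.52-fold lower by its 2 probe sets. With a pseudocount of 50 the log2 ratios were -2.16 for the first probe set of OsMADS15 and -2.01 for OsMADS34. AF171223 was 7.29-fold and 7.50-fold lower by its 2 probe sets. AK071240 (OsHsp18.0) had signals of 8101 and 585, a fall that the other probe sets of the gene did not share at that size. The chalcone synthase gene OsCHS1 (AB000801) had signals of 8720 and 4737 (log2 ratio -0.88). Of the 6 identifiers of Figure 5F, 5 were found on the array, and these 5 were at least 2-fold higher under the antisense label. AK061438 was at least 68.3-fold higher, with a signal of 1367 under the antisense label, AY050642 30.2-fold, AB027428 9.68-fold and AY596808 2.23-fold. The log2 ratio of AK061438 was 4.70 with a pseudocount of 50. AB016497 (OsChia2a), a chitinase gene, was 3.92-fold and 4.84-fold higher by its 2 probe sets. AK062612, of the study's primer list, was 9.13-fold higher, from 29.4 to 268.7, with a log2 ratio of 2.00 with that pseudocount. The paper shows the genes of Figure 5E and 5F to back its chip results and does not say how they were chosen. Their array signals are therefore not taken as independent evidence. The signal of OsLIC was higher on the array labelled antisense OsLIC.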

### Expression of *OsLIC* can be induced by 24-epibrassinolide

To determine how *OsLIC* affects BR signaling in rice, we tested the expression pattern of *OsLIC* with exogenous BR treatment. We treated the basal region of wild-type culm at tillering stage for 12 h with 24-epibrassinolide, the most bioactive form of BRs, and found *OsLIC* expression significantly enhanced after the treatment (Figure 6A). In addition, we treated *OsLICpromoter::GUS* transgenic plants with 24-epibrassinolide for 12 h and found much stronger GUS activity after treatment than with mock treatment. The 24-epibrassinolide-induced expression pattern is consistent with the hypothesis that OsLIC is involved into the BR response in rice.

**Figure 6:**
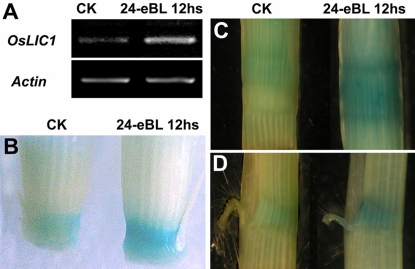
OsLIC is induced by 24-epibrassinolide at the transcriptional level. (A) mRNA level of *OsLIC* was significantly increased after treatment for 12 h with 1 µM 24-epibrassinolide. The GUS activity was enhanced in different tissues, including basal stem in tillering stage (B), nodes (C), and collar (D) after treatment.

### *OsLIC* encodes a transcription activator

Bioinformatics analysis demonstrated that OsLIC protein contained a single C-x8-C-x5-C-x3-H (CCCH)-type zinc-binding motif at its N-terminus (Figure 7A). It also contained a novel EELR domain conserved in many eukaryote organisms (Figure 7B and 7C), as well as 4 tandem SSF motifs at its C-terminus (Figure 8A). Alignment assay of orthologs from *Arabidopsis* (gi: 10120449), *Schizosaccharomyces pombe* (gi: 191113042), *Xenopus laevis* (gi: 122936382) and *Homo sapiens* (gi: 119614182), showed them all to contain a single CCCH-type zinc finger motif in their N-terminus, which suggests that the putative proteins are highly conserved in eukaryotes. In addition, high conservation was observed among a 50 amino acid region flanking the core EELR motif (Figure 7B). Nucleic acid *in vitro* binding assay demonstrated that OsLIC binds to double-stranded DNA and single-stranded polyA, polyU and polyG but not polyC (Fig. 8B). Moreover, OsLIC with a truncated CCCH motif failed to bind any nucleic acid, which indicates that the CCCH motif is required for its nucleic acid binding activity (Figure 8B). Interestingly, OsLIC was shown to function as a transcription activator in yeast (Figure 8C and 8D). Analysis of a series of OsLIC deletions showed that the EELR domain was essential for the transcriptional activation. In addition, green fluorescent protein (GFP) fused with OsLIC showed expression in the nucleus and cytoplasm (Figure 9).

**Figure 7:**
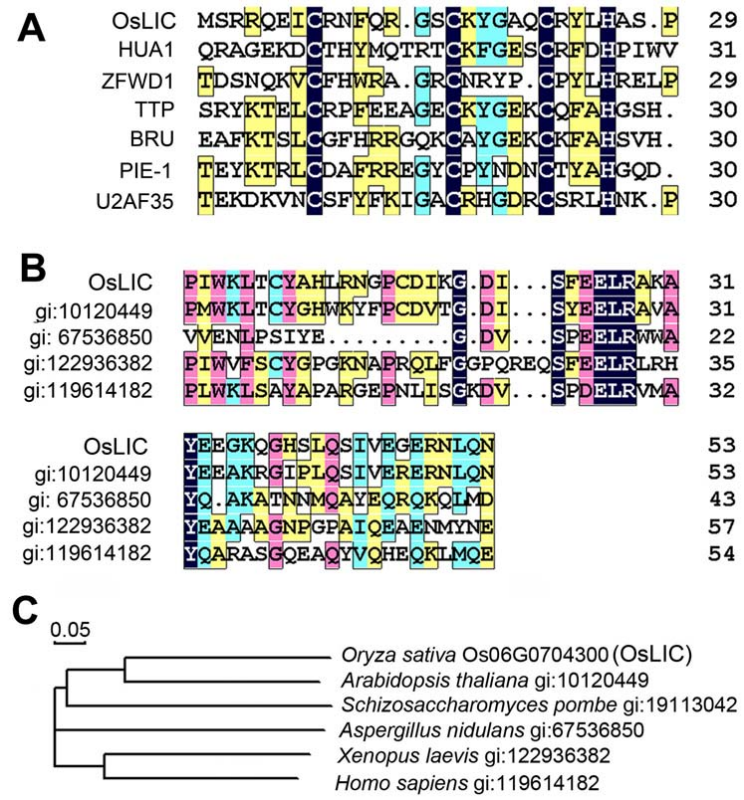
Annotation of *OsLIC*. (A) CCCH domain alignment of OsLIC with other CCCH-type zinc finger proteins demonstrated that OsLIC is a CCCH zinc finger protein. (B) Alignment of OsLIC with other proteins in its novel and conserved EELR domain. (C) Phylogenic tree of OsLIC and its orthologs in eukaryote organisms.

**Figure 8:**
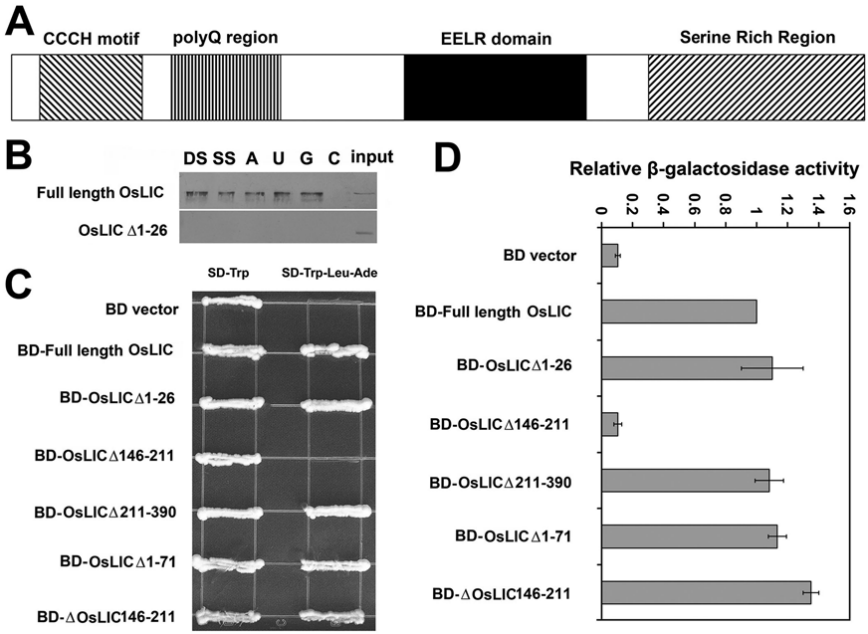
Biochemical character of OsLIC. (A) Schematization of *OsLIC* molecular structure. (B) Nucleic acid *in vitro* binding assay revealed that *OsLIC* binds with double-stranded DNA (DS) or single-stranded DNA (SS) and polyrA (A), polyrU (U), and polyrG (G) but not polyrC. (C) *OsLIC* displayed transcriptional activity in yeast, and the minimal activation domain is the conserved EELR domain (C, D).

**Figure 9:**
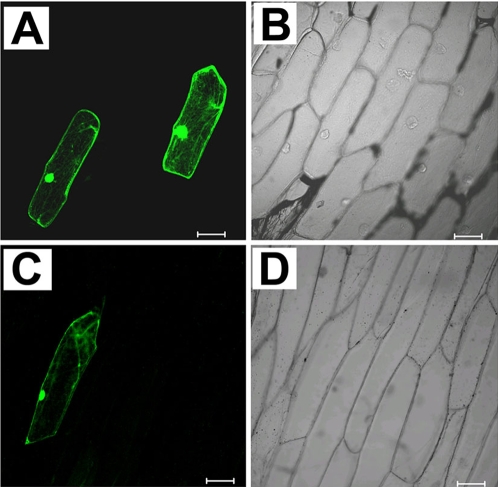
Intracellular localization of OsLIC. The binary vectors containing 35S::OsLIC-GFP or 35S::GFP were bombarded into onion epidermis cells to investigate subcellular localization of OsLIC protein. The lower left panel displays the signal from 35S::OsLIC-GFP. The upper left panel shows 35S::GFP signal alone. The excitation wavelength for GFP detection was 488 nm. The right panels are bright fields of left panels.

## Discussion

Higher plants display a variety of architectures that are defined by the degree of branching, internodes elongation and shoot determinacy [5]. Rice cultivars with desirable architectures are able to produce higher grain yields. Our findings demonstrate that OsLIC is a major regulator of rice architecture by functioning as a fine-tuning regulator of sterol homeostasis. Moreover, biochemical data suggest that OsLIC might be a direct transcription activator in controlling plant architecture.

### *OsLIC* is a major regulator of rice plant architecture

After the “Green Revolution” gene, OsGA20ox2, was isolated and characterized, many other essential genes critical to maintaining optimal plant architecture in rice have been characterized. These genes are mainly responsible for branching number and degree, dwarfism and leaf angle. *MOC1* functions to initiate auxiliary buds and to promote their outgrowth to control rice tillering [1]. Unlike the *moc1* mutant, the loss-of-function *OsTB1* mutant exhibits enhanced lateral branching in rice [35]. *OsTB1* encodes a putative transcription factor carrying a basic helix-loop-helix type of DNA-binding motif (named the TCP domain) and functions as a negative regulator of the outgrowth of tillering buds [35]. Tillering angle is also critical for dense planting because a wide tiller angle will increase leaf shade and decrease photosynthesis efficiency, whereas a narrow tiller angle is more efficient in plant architecture.

Optimal leaf angle is also necessary for dense planting. Rice BR biosynthesis and signaling mutants display an erect leaf phenotype, which is desirable for dense planting in rice grain production [10], [12], [13], [36]. However, many of these mutants also show a reduced grain-production phenotype. The weakest allele of OsBRI1 (*d61-7*) produces plants with higher biomass than wild-type plants under dense planting conditions but lower biomass under normal planting conditions [37]. Similarly, a rice BR-deficient mutant, *osdwarf4-1*, is associated with enhanced grain yield under conditions of dense planting because of its erect leaves, even without extra fertilizer [2]. Unlike the aforementioned mutants, the antisense *OsLIC* transgenic lines displayed multiple phenotypes, including increased leaf and tillering angle, semi-dwarfism, and decreased number of seeds in each panicle, which indicates that *OsLIC* plays critical roles in rice plant architecture. *OsLIC* is also involved in the regulation of rice panicle morphology. Antisense *OsLIC* transgenic lines show reduced number of spikelets and seeds in each panicle (Figure 1A and Table 1). The pattern of *OsLIC* expression, which is mainly in tissues containing lateral meristems and intercalary meristems, is consistent with the multiple defective phenotypes of the transgenic plants. Our results strongly suggest that *OsLIC* plays critical roles by influencing development of lateral and intercalary meristems, which contribute to regulating rice plant architecture.

### OsLIC is a negative regulator of the BR response

Antisense *OsLIC* transgenic plants displayed greatly increased leaf angle, a classical phenotype caused by overdose of BR or enhanced BR signaling in rice. Genetic analysis indicated that the mutation of *OsBRI1* (*d61-1*) [10] is epistatic to OsLIC (Figure 1H), which suggests that the increased leaf angle in *OsLIC* transformants might be due to activated BR synthesis. Sterol profile analysis demonstrated that shoots of the *OsLIC* transformants contain a higher level of both typical and atypical sterols, which further supports the above hypothesis. In addition, genome-wide expression analysis revealed that many genes identified as being BR induced showed higher expression levels at the transcriptional level. These genes include a number of cell-wall modifier genes (Figure 7). Recently, a few novel BR signaling components, besides the conserved components in both monocots and dicotyls, were identified and characterized [10], [29], [38]–[40]. Among them, three MADS-box genes with short vegetative phase (*OsMADS22*, *OsMADS47* and *OsMADS55*) were shown to be involved in the BR response in rice [39], [41]. Casein kinases are critical in cell division and differentiation across species. Casein kinase I is involved in the BR signaling pathway in rice [42]. Unlike the *OsBRI1* mutants such as *dm*-type or *d6*-type dwarfism, the dwarfism of the *OsLIC* antisense line was a *dn*-type dwarf [10], which is caused by shortening of all internodes, not just particular ones (Figure 1F). Because stem elongation is notably reduced with BR oversensitivity in rice [39], the semi-dwarfism phenotype in *AntiOsLIC* transgenic plants might be caused by the enhanced BR response. In agreement with this point, our previous results indicated that ectopic expression of Arabidopsis *BAK1* driven by a maize ubiquitin promoter in rice also caused the dwarfism because of enhanced BR signaling [29]. The overall levels of intermediates that are important for sterol biosynthesis in plants were greatly increased in *AntiOsLIC* transgenic plants. Thus, the multiple defective phenotypes of OsLIC transformants are due to activated BR synthesis and OsLIC function as a negative regulator of the BR response in rice. However, the detailed mechanism of OsLIC regulating sterol homeostasis still needs further investigation. Such investigation could involve more genetic crosses of *AntiOsLIC* transgenic plants with identified rice sterol biosynthesis mutants. In addition, addressing this question will be helpful in identifying the genes OsLIC directly targets as a transcription factor.

### *OsLIC* encodes a novel transcription activator as a CCCH zinc finger protein

OsLIC is a member of the CCCH zinc finger protein family but has a single CCCH motif, which is distinct from other CCCH-type zinc finger protein members such as TTP/TIS11/NUP475, PIE-1, POS-1 in animals, and HUA and FES1 in Arabidopsis. Our data suggest that OsLIC can bind to polyrA, polyrU and polyrG under intermediate salt concentrations (Figure 8). OsLIC can also bind both double-stranded and single-stranded DNA via *in vitro* nuclear binding assay. However, OsLIC protein contains another conserved domain with core amino acid sequence EELR in eukaryotes. The EELR domain is associated with transcriptional activation (Figure 8C and D). The presence of this domain indicates that OsLIC can function as a novel transcriptional activator.

In summary, our findings indicate that OsLIC is required for fine-tuning the modulation of sterol abundance and functions as a regulator to maintain the optional morphology in rice, which is essential for high-yield grains. OsLIC with a CCCH zinc finger motif is the first reported negative regulator mediating rice architecture. It may provide a novel strategy to improve rice plant architecture for higher yields in the near future.

## Materials and Methods

### Construction of transgenic plants

To generate an antisense expression vector, *OsLIC* gene was constructed to be driven by a ubiquitin promoter in the binary vector pUN1301[43] in the antisense direction, which created *pAntiOsLIC*. It was transferred into *Agrobacterium tumefaciens* EHA105. Rice embryonic calli induced from germinated seeds were used for *Agrobacterium*-mediated rice plant transformation as described previously [44]. Transgenic plants were selected in half-strength Marushige and Skoog (MS) medium containing 75 mg L^−1^ hygromycin (Sigma).

### Histochemical GUS activity Assay

GUS staining was performed as described [45]. Tissues of transgenic seedlings harboring *OsLIC:::GUS* were incubated in a solution containing 50 mM Na_3_PO_4_ buffer (pH 7.0), 5 mM K_3_ Fe (CN)_6_, 5 mM K_4_ Fe (CN)_6_, 0.1% Triton X-100, and 1 mM X-Gluc at 37°C for 4 hr. All samples were vacuum infiltrated for 5 min before the staining process.

### Affymetrix GeneChip Analysis

The developing collar from the *OsLIC* antisense transgenic plants and the wild type was harvested at the heading stage. The position of the collar was about 1 cm above the last developed collar. Total RNA was isolated by use of TRIzol reagent (Invitrogen) and purified by use of Qiagen RNeasy columns (QIAGEN). For Affymetrix GeneChip analysis, 8 µg of total RNA was used for making biotin-labeled cRNA target. All processes for cDNA and cRNA synthesis, cRNA fragmentation, hybridization, washing and staining, and scanning, were conducted according to the GeneChip Standard Protocol (Eukaryotic Target Preparation, Affymetrix). Information on GeneChip® Rice Genome Array (MAS 5.0) was accessed from the Affymetrix website: http://www.affymetrix.com/products/arrays/specific/rice.affx. Affymetrix GeneChip Operating Software (GCOS) was used for data collection and normalization. The overall intensity of all probe sets of each array was scaled to 500 to ensure equal hybridization intensity; each probe set was assigned “P”, “A” or “M” and a p value from the algorithm in GCOS. To identify genes with differential expression pattern in the *OsLIC* antisense transgenic lines and wild-type plants, a log2-transformed signal ratio of each gene was calculated with use of the GCOS baseline tool, and log2 (ratio) ≥1 (2-fold change) was used as a cut-off.

### Genomic DNA isolation and DNA Gel Blot Analysis

Genomic DNA isolation and DNA gel blot analysis were performed as described [43]. Genomic DNA of 30 µg was digested by use of *Eco*RI, *Bam*HI and *Hin*dIII. The fragments were separated on 0.7% agarose gel by electrophoresis. The separated DNA fragments were transferred and cross-linked onto a nylon membrane (Hybrid N^+^; Amersham, Buckinghamshire, UK), as described [46]. The probe was labeled with ^32^P-dCTP (China Isotope, Beijing) and synthesized by PCR with the following primers 5′- AAGTACGGAGCGCAGTGCAG -3′ and 5′-T TCCATGATTCCATCCCT T-3′. To detect the insertion events, 30 µg genomic DNA from wild-type and transgenic plants was digested by *Xba*I. The probe was synthesized with use of primers 5′-GCATGATACGTCCTGTAGAAACCC-3′ and 5′-CAAAGCCAGTAAAGTAGAACGGT-3′ after hybridization with *UidA* gene.

### *In situ* hybridization

Tissues were fixed in 4% (w/v) paraformaldehyde and 0.25% glutaraldehyde in 0.1 M sodium phosphate buffer; samples were vacuum infiltrated for 30 min and then stored overnight at 4°C. The dehydrated samples after a graded ethanol series were embedded in Paraplast Plus (Oxford Labware, St. Louis, MO). A fragment of 232 bp was amplified from the second exon of *OsLIC* with the primers for *Bam*HI and *Hin*dIII sites (underlined) 5′-GGATCCGCAAGTACGGAGCGCAGTG-3′ and 5′-AAGCTTTTCGCAGGACCAGGAGCA-3′, respectively, then was subcloned into pGEM-T-easy vector (Promega) and used as a template for RNA probe synthesis. *In situ* hybridization with digoxigenin-labeled sense or antisense RNA of *OsLIC* was conducted as previously described [47].

### Protein Immunoblot Analysis

The full ORF of OsLIC was fused with GST in a pGEX-4T-1 vector. The OsLIC fusion protein was expressed in *Escherichia coli* and purified with use of Sepharose-4B beads according to the protocols (Amersham). Purified protein of 2 mg was injected into rabbit to raise an anti-OsLIC serum. For protein gel blot analysis, the young stems from transgenic plants and wild-type plants at the tillering stage were harvested, weighed and homogenized in SDS loading buffer (0.2 M Tris-HCl, pH 6.8, 0.5 M DTT, 4% SDS, and 25% glycerol). After being boiled for 5 min and centrifuged, the proteins were separated on 12% Tris-Tricine gels and blotted onto Nitrobind (Micron Separations, Westborough, MA) by use of a Bio-Rad Transblot SD wet electroblotting apparatus (Hercules, CA). Blots were treated with the rabbit anti- OsLIC serum (1∶200). The immune complex was detected by alkaline phosphotase-conjugated secondary antibodies and nitroblue tetrazolumy 5-bromo-4-chloro-3-indolyl phosphate (Promega).

### Phytosterol abundance analysis

The lyophilized rice shoots (10–12 g) and roots (5–7 g) were homogenized with use of liquid nitrogen, extracted with methanol, and then chloroform. After adding deuterium-labeled (^2^H_7_-labeled) cholesterol (1 µg) as an internal standard, the chloroform-soluble extracts were dried and saponified with 5% ethanolic KOH for 2 hr at 70°C. The unsaponified lipids were extracted with use of n-hexane (20 ml×2) and dried in a vacuum. The dried residues were loaded on a Sep-Pal cartridge and eluted with n-hexane-ethyl acetate (3∶2, 8 ml). The obtained fractions were acetylated with pyridine-acetate anhydride (2∶1, 1 ml) for 18 hr at room temperature. The acetylated phytosterols were extracted with use of n-hexane (2 ml×3), and analyzed by GC-MS under the following conditions: Hewlett-Packard GC-MS (6890-5973); capillary column, HP-5 (30 m×0.25 mm i.d., 0.25 µm film thickness, J&W Scientific); column temperature 150°C for 4 min, thermal gradient 10°Cmin^−1^ to 280°C, and then 280°C; carrier gas helium, with flow rate, 1 ml/min. The levels of endogenous sterols were determined on the basis of calibration curves constructed from the ratios of the M+ peak area of ^2^H_7_-labeled cholesterol added as an internal standard.

### Trans-activation Activity Assay

The full-length coding region and various deletion mutants of *OsLIC* were amplified by use of a polymerase with high proofreading activity (*Pfx*, Invitrogen) and appropriate primers as follows:

OsLIC (1)-F: 5′-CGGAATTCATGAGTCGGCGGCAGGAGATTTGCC-3′,
OsLIC (26)-F: 5′-CGGAATTCGCCTCCCCTCACCAGCAA3′,
OsLIC (146)-F: 5′-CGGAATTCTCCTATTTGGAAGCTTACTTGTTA-3′
OsLIC (211)-R: 5′-CGGGATCCCCCACATTCATGTTCCAGG-3′
OsLIC (390)-R: 5′-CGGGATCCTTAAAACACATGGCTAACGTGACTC-3′

The numbers in the brackets indicate the corresponding amino acid sites for respective primers and underlined nucleotides correspond to *Eco*RI and *Bam*HI sites. The truncated EELR domain was constructed by RT-PCR. Full-length cDNA of *OsLIC* was inserted into the pGEM-Teasy vector and then reverse amplified with the following primers: EELRT-F 5′-GAA GAT CTT ATG AGG AAG GAA AGC AAG GGC ATT-3′ and EELRT-R 5′-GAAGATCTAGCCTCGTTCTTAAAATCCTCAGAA-3′; the underlined nucleotides correspond to the *Bgl*II site. The PCR products were digested by *Bgl*II and self-ligated to transform into *E. coli* DH5α competent cells. After the positive clones were identified, the truncated EELR domain construct was amplified with primers for *OsLIC* (1)-F and *OsLIC* (390)-R described above. Inserts were fused in-frame to the sequences encoding the GAL4 DNA binding domain by cloning them to pGBKT7. All the inserts of the recombinant plasmids were sequenced to confirm the veracity during PCR amplification. All the constructs with pGBKT7 blank vector were transformed directly into *Saccharomyces cerevisiae* AH109 by yeast LiAc-mediated transformations according to the protocols (Clontech, Palo Alto, CA). Yeast transformants were screened by dropout SD-Trp. SD/-Trp-His-Ade screening combined with β-galactosidase filter assays using X-gal was performed to test autonomous activation.

### *In Vitro* Nucleic Binding Assay

The full-length and truncated CCCH-domain *OsLIC* were cloned into pGEX-4T-1 vector. The proteins were purified with Sepharose-4B beads according to the protocols (Amersham). Purified protein of 0.5 µg was incubated with 20 µL of poly rA, poly rG, poly rC, and poly rU attached to agarose beads and double-stranded and single-stranded calf thymus DNA attached to cellulose beads (Sigma) in 500 µL of RHPA binding buffer (10 mM Tris, pH 7.4, 2.5 mM MgCl_2_, 0.5% Triton X-100, and NaCl at various concentrations) with 1 mg/mL heparin. After incubation at 4°C for 10 min, the beads were washed five times in RHPA buffer and then boiled in SDS loading buffer. The proteins were separated by SDS-PAGE and underwent immunoblot analysis.

### Subcellular Localization

The full-length *OsLIC* coding region without a stop codon was subcloned to the N terminus of green fluorescent protein (GFP) in the pBI221 vector. The *OsLIC::GFP* fusion construct vector and pBI221 vector were used to bombard onion epidermis cells with use of the Bio-Rad biolistic system (Hercules, CA). After culture for two days, the epidermis was visualized with use of a laser scanning confocal microscope (LSM 510, Zeiss, Oberkochen, Germany). The excitation wavelength for GFP detection was 488 nm[29].

## Supporting Information

Table S1 PCR primers were used for RT-PCR
(0.05 MB DOC)

Figure S1 Molecular characterization of transgenic plants. (A). Southern blot analysis of three independent OsLIC transgenic lines containing a single-copy insertion in different insertion sites. (B). Immunoblot assay of endogenous OsLIC expression inhibited in all three transgenic lines to a different extent.
(2.14 MB TIF)

Figure S2 Semi-quantitative RT-PCR identified the genes involved in ethylene biosynthesis and signal transduction pathway.
(0.46 MB TIF)

# Supplementary material for: OsLIC, a Novel CCCH-Type Zinc Finger Protein with Transcription Activation, Mediates Rice Architecture via Brassinosteroids Signaling
**Source:** PLoS One. 2008 Oct 27;3(10):e3521. doi: 10.1371/journal.pone.0003521
**Supplement:** Table S1 — PCR primers were used for RT-PCR (0.05 MB DOC)

**Supplemental Table 1: Primers were used for RT-PCR**

| **Gene_ID** | **Primers for Reverse transcriptional PCR** |
| --- | --- |
| AB000801 | Sense primer: 5’ GCCTGCGTGCTCTTCAT 3’  Antisense primer: 5’ CCAACCAAACCACCCATACA3’ |
| AB003324 | Sense primer: 5’ CCACTGGCTACAAATGAA 3’  Antisense primer: 5’ GGGAGGCTCACTGGAAA 3’ |
| AB016497 | Sense primer: 5’ GGCGACTTCTCCACCCTAC 3’  Antisense primer: 5’ GCCGCCGTTGATGATGTT 3’ |
| AB027428 | Sense primer: 5’ TAACACTGGCATTGGTCCTT 3’  Antisense primer: 5’ TGCCGACCGTGATGTTAGCG 3’ |
| AF058698 | Sense primer: 5’ TAAGGCAAAGATTGAGACC 3’  Antisense primer: 5’ GGTCCCACTGCCCTACTT 3’ |
| AF171223 | Sense primer: 5’ CTTGGCGATGGTTATGTC 3’  Antisense primer: 5’ CATAGTCCCATCCATAGTTT 3’ |
| AK061438 | Sense primer: 5’TGACTCGCCCTTTGATTT 3’  Antisense primer: 5’ ATGTTGGCAGCCGATGTG 3’ |
| AK071240 | Sense primer: 5’ TCAAGTCCTCCGACATCAAG 3’  Antisense primer: 5’ CACATCGCATACGGCATACA 3’ |
| AU093050 | Sense primer: 5’ AAGAAGAGGGTGGAACGG 3’  Antisense primer: 5’ CACAGCAGCACAGCATTT 3’ |
| AYO50642 | Sense primer: 5’ ATGGACCGCCTTCTGTGG 3’  Antisense primer: 5’ GAGTGCCAACCTCTTCCA 3’ |
| AY332478 | Sense primer: 5’ GCTGGCGAAAGGATAGAG 3’  Antisense primer: 5’ AATGCTTTCCTCGTCTCG 3’ |
| AY596808 | Sense primer: 5’ TTTTCAAACAACGCAAAGCAGTAG 3’  Antisense primer: 5’ CAGCACCCAATCATCCAACCT 3’ |
| AF261274 | Sense primer：5' AGCCCATCTTCAAGGACG 3'  Antisense primer：5' ACCTCAATCCCACGCAAA 3 |
| AF309376 | Sense primer: 5' GTGATGCCCTCTGACCCCTA 3'  Antisense primer: 5' GCAGCAGCATTTCTCCTTGTTA 3' |
| AK059638 | Sense primer: 5' TACAAGGGAGGCAAGGGGT 3'  Antisense primer: 5' CCTCTTCTGACACCGCCTCT 3' |
| AK062612 | Sense primer: 5' GTGGTAGTGACCCTGCTGAC 3'  Antisense primer: 5' AAGTAGGTCCTTGTGTCCGATA 3' |
| AK062937 | Sense primer: 5' CAGTGCTTCATCGTCCCCA 3'  Antisense primer: 5' TCACCTTCTTCACGCTCGG 3' |
| AK066303 | Sense primer: 5' ATGGTGAGGCGATTCCGA 3'  Antisense primer : 5' GCGAAATGCCCATCACCT 3' |
| AK102472 | Sense primer: 5' GACTGGGGCTTCTTCTGGGT 3'  Antisense primer : 5' TGGTGCCCTGGTAGTAGTCC 3' |
| BI809899 | Sense primer: 5' CGGCTTCACCATCCAGTA 3'  Antisense primer: 5' AGAGACAACAGGAGGAGAGGA 3' |
| CK738253 | Sense primer: 5' TAATAATGGAGCTCGCAAGC 3'  Antisense primer : 5' TGGCAGTGCTTGATGTCG 3' |
| NM196827 | Sense primer: 5' ACGGCATCTCGCTCTACTCG 3'  Antisense primer: 5' GGTTGCCCTGGCTGTTGAT 3' |
| U07339 | Sense primer: 5' GGCGACTCGTGGTTCAA 3'  Antisense primer : 5' TGCCGTCAGAGTTGTGGA 3' |

How the deposited data were processed for this re-analysis (not part of the article)

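Developing collars were harvested at the heading stage from wild type rice and from antisense OsLIC plants. RNA was hybridised to the GeneChip Rice Genome Array, 1 array per condition. The sample labels state that each RNA came from 30 pooled collars and that the antisense collars were of line 2. The authors computed 1 signal per probe set with GCOS, whose version is not given, and scaled each array to an overall intensity of 500. The 2% trimmed mean of all probe sets was checked and is 500.1 on both arrays. The values are linear signals with no log transformation, and the detection calls of GCOS are not used here.

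The array holds 57381 probe sets, of which 187 are control or reporter probe sets and were left out of the counts. Signals under 20 were set to 20, and the log2 ratio of the array labelled antisense OsLIC over the array labelled wild type was taken without further normalization. A probe set was used when its signal reached 100 on the brighter array, and a difference was counted from a log2 ratio of 1 or -1. The highest signals were 56256 on the array labelled wild type and 62533 on the array labelled antisense OsLIC, and 16320 and 15945 probe sets were under 20. No significance test of a difference between the arrays was made, since 1 array per condition leaves no spread between samples. Neither sample has a partner to be paired with. OsLIC, the targeted gene, had its higher signal under the antisense label, so that the arrays are named by their labels throughout.

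Probe sets were joined to genes through the annotation of the array's probe sets. It gives 1 gene symbol for 22436 probe sets, several for 95 and none for 34850, and 2458 genes have a name other than a locus number. The accessions named by the study were matched to the accessions of the probe sets, which placed 27 of 37 identifiers, and every probe set of a matched accession is given. Each of the other genes was represented by its probe set with the highest mean log2 signal.

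Genes were named by a rule set before the data were examined: OsLIC, the reporter probe sets and the accessions of the study, up to 4 members with the largest absolute log2 ratio of a list that is described, members of the brassinosteroid and sterol lists past 2-fold, and the 10 named genes with the largest rise and the 10 with the largest fall among probe sets of 500 or more without the suffix _x_at or _s_at. The rule asked for genes with a functional description, and since the annotation holds no descriptions, genes with a name took their place. OsBRI1, OsBAK1, OsBZR1, HSF1, OsMADS16, OsMADS17, OsMADS18, OsARF10 and the brighter gene of the name OsEIL1 are outside the rule. These were named after their values were seen. The clock genes, also outside the rule, were chosen after OsPRR95 and before their own values were seen.

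Gene lists were drawn up from descriptions before the data were examined, and 39 lists were rewritten as patterns of gene symbols once the annotation proved to hold symbols only, before any ratio was computed. The list of chitinases and pathogenesis-related proteins was changed again after ratios of single genes, some of them its members, had been seen, and before any list was computed: its pattern had taken in 11 tubby-like proteins, which are not pathogenesis-related proteins. The median log2 ratio of a list of at least 5 genes was set against 10000 random lists matched in size and, in 20 bins, in mean log2 signal. The percentile describes these 2 arrays and does not carry over to other plants. The outer 2.5% on each side, the limit of 0.5 on the log2 scale for a value that moved, the loess fraction of 0.4 and the bounds of the tests in the closing section were chosen after ratios of single genes had been seen and before any list value, apart from the test for mixed RNA, which was chosen after its result was seen.

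Alternatives were median centring, quantile normalization, an intensity-dependent loess, a pseudocount of 50 in place of the floor, no signal minimum or a minimum of 50, 200, 500 or 100 on both arrays, a 3-fold threshold, genes in place of probe sets, probe sets without the suffix _x_at or _s_at, the mean over the probe sets of a gene, and random lists not matched on signal. The heat shock list without the heat shock factors and the chitinase list with the tubby-like proteins were added after the data were seen. The code was tested on simulated data, with 100 probe sets changed 3-fold and 100 changed 4-fold, of which 100% were called in their direction. The changed probe sets had a mean signal of 200 or more, and the simulated noise was set small beside these changes. The result therefore tests the code and does not tell how often real changes are found. In a first run, 8.5% of 200 lists of 20 unchanged genes, set against all genes, fell in the outer 2.5% on either side, and 6.6% did with 1000 such lists. The check was then changed, and the share was 5.2% of 1000 lists drawn from all genes and set against all genes, and 5.3% of 1000 lists of unchanged genes set against unchanged genes alone. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.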

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

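The test for mixed RNA was chosen only after the result was seen, as was the heat shock list without its factors. The 4 results here are signals that the paper does not report from the arrays, although OsHsp18.0, a member of the heat shock list, is among the genes of its Figure 5E.

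OsLIC had a log2 ratio of 3.23 in favour of the array labelled antisense OsLIC, and the reporter probe set RPTR-Os-K01193-1_at had a signal of 11514.5 on the array labelled wild type, 3.36-fold under its signal on the other array. Scaling as the whole cause is argued against by the small size of the loess correction, which ran from -0.03 to 0.18 on the log2 scale. The log2 ratio of OsLIC was 3.26 after it. If antisense RNA in the wild type sample were the source of the whole signal of this probe set there, its share would be 29.8%. But 54 of 14306 bright probe sets had less than 0.5 of the signal that this share would bring. That argues against a share of that size and leaves a smaller one open. The other bright reporter probe set, RPTR-Os-A00196-1_s_at, was higher under the wild type label (46327 against 34556), which such mixing alone would not bring. Exchanged labels stay open. The 2 bright reporter probe sets differ in direction, and what they read is not named, so they do not decide it. The signs of all 6 accessions found for Figure 5E and all 5 for Figure 5F run with the labels. So do those of the expansin, glutathione S-transferase, H+-transporting ATPase and ethylene-related accessions found, for which the paper cites Figure 4B and Figure S2. Of the glutathione S-transferase accessions found, its primer list holds only AF309376 and AK062937, and it does not hold the ethylene-related AK108503. For accessions without RT-PCR, which the paper names for their rise, the array signs say nothing about an exchange. For the others, the RT-PCR argues against an exchange if its RNA was drawn apart from the array samples. The paper's text does not settle that point. A biological or construct-borne signal may also lie behind the OsLIC value and was not tested. Transcript from the introduced cDNA, which is in antisense orientation, would be read only by probes for that strand. A probe set that reads the OsLIC mRNA would not read it, and the strand of this probe set was not checked.

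The 33 heat shock proteins and factors had a median log2 ratio of -0.56, with 10 at least 2-fold lower and 1 higher under the antisense label (median -0.31 at a signal minimum of 500, still in the outer 2.5%), and the clock gene OsPRR95 had a log2 ratio of -3.50. Of the 18 heat shock proteins 8 were at least 2-fold lower (median -0.73), and of the 15 factors 2 were lower, OsHsf-24 and HSF1, and 1 was higher (median -0.08, above 26.1% of random lists), a difference between the groups that was not tested. The factor counted as higher, OsHsf-25, had a log2 ratio of -2.06 by its other probe set. OsHsp18.0, counted as lower, had log2 ratios of -0.38 and -0.13 by its other 2 probe sets. Scaling as the whole cause is argued against, since the loess correction reached at most 0.18, and the list's median was -0.54 after it. A different time of day at harvest was predicted to bring 2 or more of the other clock genes past 2-fold, and 0 of 6 were. Their log2 ratios were -0.02 for OsGI, -0.01 for OsPCL1, -0.10 for OsPRR1, -0.43 for OsPRR73, -0.41 for OsPRR37 and 0.05 for OsLHY. These values argue against a large difference in time. OsPRR73 and OsPRR37 lay on the side of OsPRR95, and the 2-fold limit leaves a smaller difference open. A difference in temperature or handling between the plants, and an effect of the construct, could each lie behind the lower heat shock and OsPRR95 signals. They were not tested, and 1 array per condition cannot part them.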

How the results depend on the processing

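The 2 added gene lists were chosen after the data were seen. Counts of probe sets at least 2-fold higher and lower, 1409 and 1238 as reported, stayed within 1.5 times under median centring, quantile normalization, the loess and without the suffix _x_at or _s_at. They were 861 and 700 with a pseudocount of 50, 4860 and 4229 with no signal minimum, 3807 and 3306 at a minimum of 50, 689 and 581 at 200, 387 and 306 at 500, 520 and 455 at 100 on both arrays, 666 and 507 at a 3-fold threshold, and 550 and 420 as genes; a stricter limit or unit counts fewer by construction, and the pseudocount shrinks ratios of dim signals by construction. The number of lists in the upper outer 2.5% was 3 with the pseudocount, against 5, and the cause was not tested. The root metal uptake list, with a median of -0.26, reversed to 0.058 at a minimum of 50 and reached 0 with no minimum, where more of its dim genes enter. Of 128 values of study genes under the scaling alternatives and the pseudocount, 117 stayed on their side of 2-fold and within 0.5, and 11 did not, none of which changed sign. Of 310 list medians, 277 kept their place inside or beyond the outer 2.5% and stayed within 0.5, 31 did not, and 2, those of the root metal uptake list, left a place in the outer 2.5% for the other side of 0 or 0 itself. Among lists not in the outer 2.5%, 5 medians also crossed or reached 0: glutathione S-transferases (-0.27 without the suffix _x_at or _s_at), brassinosteroid signalling (0.02 at a minimum of 500), and, with no minimum, phosphate (-0.04), the cell cycle (-0.0033) and expansins (0). The heat shock median was -0.31 at a minimum of 500, -0.35 with no minimum, -0.36 at 100 on both arrays and -0.37 at 200, and the auxin-responsive median was -0.17 with no minimum. The chitinase list moved from 1.19 to 0.07 with the tubby-like proteins, a change in its members that was made after single ratios had been seen. The heat shock median was -0.73 without the factors. No paired analysis was possible because each condition has 1 array. Signals near the background limit the ratios, with 16320 and 15945 probe sets under 20.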

Differences from the paper's values

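The paper's count of genes up-regulated at least 2-fold is 685, and 1409 probe sets were higher here; the paper's count of down-regulated genes is 490, and 1238 were lower here. The fold threshold is the paper's, but other conditions differ: the paper counts genes, took its ratios with the baseline tool of GCOS, had detection calls (drawn in Figure 5A), which are not used here, names no signal minimum for these counts, and cites its data under another series number than that of the values used here. Among the alternatives set before the data were examined, both counts came within 1.5 times of the paper's with a pseudocount of 50 (861 and 700), a minimum of 200 (689 and 581), a minimum of 100 on both arrays (520 and 455), a 3-fold threshold (666 and 507) and genes in place of probe sets (550 and 420). They did not with median centring (1411 and 1237), quantile normalization (1365 and 1283), the loess (1382 and 1288), no minimum (4860 and 4229), a minimum of 50 (3807 and 3306), a minimum of 500 (387 and 306) or without the suffix _x_at or _s_at (1101 and 945). The 3-fold count is at another threshold than the paper's. The gene count takes in only probe sets with 1 annotated gene, 1216 of those past 2-fold. It therefore drops probe sets as well as merging them, and its closeness to the paper's counts does not explain the difference.

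The paper reports that OsLIC is suppressed in the antisense lines, by immunoblot of the protein in young stems at the tillering stage. In collars at the heading stage, the signal of its probe set was 9.41-fold higher on the array labelled antisense OsLIC. The strand that this probe set reads was not checked, and the tissue, stage and molecule differ from those of the immunoblot. Of the 7 glutathione S-transferase accessions that the paper lists as up-regulated and that were found, AF402799 was 1.72-fold higher, under the 2-fold threshold, and the other 6 passed it. The paper shows CHS1 among the down-regulated genes of Figure 5E, and OsCHS1 was 1.84-fold lower, under the threshold, while the other 5 accessions found for that panel passed it. The paper places the changed genes mainly in cell-wall assembly and signalling. Over all lists, 70 of 520 genes were past 2-fold. They included 4 of 60 genes of the cell-wall lists (6.67%) and 18 of 154 of the hormone lists (11.7%, grouped after their values were seen). They also included 9 of 15 chitinases and pathogenesis-related proteins (of 26 with the tubby-like proteins) and 11 of 33 heat shock proteins and factors. Of all 14742 genes 970 passed (6.58%), and of the 2062 named genes 156 did. The lists cover named genes only and are not the paper's classes.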

Other observations

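Further gene groups, for which the paper gives no values from the arrays, were compared between the arrays as labelled, with OsLIC higher under the antisense label. Of 18 aquaporins, which let water through membranes, 4 were at least 2-fold lower under the antisense label and 1 was higher. OsPIP1;3 was 4.63-fold lower, Lsi1, a silicon transporter, 3.83-fold and OsTIP1;2 2.41-fold, and OsPIP2;5 was 2.63-fold higher. The median was -0.30, above 0.09% of random lists, but -0.10 at a minimum of 200, where it was no longer in the lower outer 2.5%, a place that it kept under 8 of 12 alternatives. None of 10 tubulin genes was past 2-fold, yet their median was -0.32 (above 0.17%), with TUB4 at -0.71 and TUB1 at -0.50. Of 13 photosynthesis genes, LHCP, a light-harvesting protein, was 5.04-fold lower, with a median of -0.16 (above 3.05%) that was -0.28, in the lower outer 2.5%, with the mean over probe sets. Of 32 meristem and boundary genes, 3 homeobox genes were lower, OsHox22 by 4.56-fold, OsHox19 by 3.78-fold and OsHox11 by 2.78-fold, with a median of -0.09 (above 10.0%) that was -0.23, in the lower outer 2.5%, with the mean over probe sets. Of 17 root metal uptake genes, OsNAAT1 was 2.39-fold and OsNramp1 2.20-fold higher and OsNAS3 2.13-fold lower, with a median of -0.26 (above 0.96%) that turned to 0.058 at a minimum of 50 and to 0 with no minimum.

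Of 28 trehalose and sucrose genes, OsSUS3, a sucrose synthase, was 2.02-fold higher and OsSWEET16, of the sugar transporters, 2.13-fold lower, with a median of 0.16 (above 97.9%), which was 0.05 and no longer in the upper outer 2.5% at a minimum of 200, a place that it kept under 7 of 12 alternatives. Of 28 cell cycle genes, OsORC1 was 2.58-fold and CYCB1-1 2.25-fold higher and OsMCM6 3.08-fold lower (median 0.09, above 84.0%, and -0.0033 with no minimum). Of 12 phosphate genes, OsPht1;11 was past 2-fold (median 0.23, above 97.0%, which was 0.32, in the upper outer 2.5%, at a minimum of 500, but -0.04 with no minimum). None was past 2-fold among 16 xylem and vascular genes (median 0.15, above 93.2%), 21 actins and actin-binding proteins (-0.08, above 18.2%) and 26 ribosomal proteins (0.08, above 91.3%). In lists too short for a percentile, the gene named peroxidase was 3.16-fold higher and PRX112 had a log2 ratio of 0.37, and the dehydrin gene RAB21 was 2.20-fold lower among 4 genes of late embryogenesis and abscisic acid response. None was past 2-fold among 3 lipid transfer proteins, 2 casein kinases, 2 seed storage genes and 2 genes of pollen and anther, and no plasma membrane H+-ATPase had a symbol that the list could take (0 genes).

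Of 7 floral MADS-box genes past the minimum, 4 were at least 2-fold lower under the antisense label (median -2.18, below every random list), and OsMADS2, besides the 3 of Figure 5E, was 5.09-fold lower. The median was -0.42 with no signal minimum and -1.02 at a minimum of 50. Shoot apex or young inflorescence tissue in the collars labelled wild type could bring them and would lower the other floral genes too. Their median over 4 genes was -0.69, with OsMADS18 at -0.69, OsMADS17 at -0.69 and OsMADS16 at 0.24. These are few genes, and 10 of 17 floral MADS-box genes were under the minimum on both arrays. Such tissue therefore cannot be told apart from an effect of the construct, or from another difference between the plants of the 2 samples, which was not tested. Scaling as the whole cause is argued against, since the loess correction reached at most 0.18 on the log2 scale. The gene of the 3 closest to 0 had a log2 ratio of -2.16 after it.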
